A study of Mus musculus with 16 samples. Its data were reported in "N1-acetylspermidine is a determinant of hair follicle stem cell fate" (2021).

How the data were processed

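Hair follicle stem cell (HFSC) organoids from 4 C57BL/6J mice were cultured for 2 weeks, left untreated or given N1-acetylspermidine (N1-AcSpd, an acetylated polyamine) for 72 h, and sorted into α6+/CD34− progenitors and α6+/CD34+ HFSCs. RNA was measured by 3′ sequencing with unique molecular identifiers (UMIs), which mark single molecules. Each mouse gave 1 library in each of the 4 groups, making 16 libraries. Groups and replicate numbers came from the labels, whose mouse entry shows that a replicate number stands for 1 animal in all 4 groups.

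The authors separated the reads by barcode with FLEXBAR, placed the second read of each pair on the mouse assembly mm10 with Kallisto, assigned tags to genes with BEDTools and counted unique UMI tags per gene in R. Neither the tool versions nor the annotation release is stated. The deposited values are these counts, with no normalization. A gene without a tag in a library is an empty cell, and the 156050 empty cells were read as 0. The file held 32989 identifiers, of which 62 were absent from the annotation used for symbols and positions (GENCODE on GRCm38, the assembly also called mm10). The 94 identifiers without a symbol held 0.125% of all counts. Library totals ran from 15480075 to 29074855 UMIs. Intervals and limits drawn from counts cover counting error only, and a group at 0 in all its libraries was given a limit of 3 counts over the group.

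The 19049 genes with a mean count of at least 5 were tested with edgeR 4.0.16 in R 4.3.3. TMM scaling and quasi-likelihood tests were used, in 1 fit of all 16 libraries with 1 mean per group. The 5 comparisons were the cell type effect (CD34+ against CD34−) in untreated and in N1-AcSpd cells, the treatment effect (N1-AcSpd against untreated) in CD34− and in CD34+ cells, and their interaction, the difference between the cell type effects. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The tool raises a p that falls below its Poisson counterpart. Standard errors (SE) were taken as the size of the log2 fold change divided by the square root of F. Values per library are counts scaled to a common total (CPM), computed from TMM-scaled totals, given as mean ± SD over 4 libraries, and all p-values are two-sided unless stated. Only the markers of other cell types, keratinocytes and sex chromosomes are in CPM of library totals without TMM. Genes were also sorted after the study's rule for cell type differences, which names a p and an absolute log2 fold change over 0.5 without saying whether the p was adjusted. An adjusted p was used here and an unadjusted one as an alternative. The classes were genes passing in both conditions, in untreated cells only or in N1-AcSpd cells only. The study used DESeq2, which was run here as an alternative (version 1.42.0).

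Gene sets (S phase, G2/M, the study's cell division genes, epidermal differentiation and ribosomal proteins) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the 5 sets and 5 comparisons together. The study chose its cell division genes on these libraries, so tests of that set are not independent evidence. Reactome pathways with 15 to 500 tested genes came from the collection in fgsea 1.28.0, which stands in for the study's ontology tool. 663 pathways were tested by camera, and genes of each overlap class by a one-sided Fisher exact test against the 4511 tested genes of the collection. HFSC markers with Itga6, polyamine pathway genes, and marker lists for melanocytes, fibroblasts and immune cells were fixed in advance. Single genes were named by a rule: in each comparison, the 3 largest increases and the 3 largest decreases among called genes with a mean count of at least 50 and the same sign in 4 mice, without unnamed gene models, and with no call the smallest p in each direction. Keratinocyte and sex chromosome genes were added as checks. Design, lists, naming rule and most alternatives were chosen before the data were examined. Exceptions were 2 alternatives on overlapping and on-or-off genes, the leave-out runs for pathways, and a list of NRF2 target genes.

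Alternatives were DESeq2 size factors or library totals for scaling, filterByExpr or no low-count filter, mouse as a block, thinning to the smallest library, only the compared groups in the fit, DESeq2, other thresholds, fry or an estimated correlation for sets, and leaving out each library and each mouse. Other splits of the libraries were counted: all 35 splits of each comparison of 4 against 4, and 100 drawn splits for the interaction, with and without keeping mouse and cell type together. Deviations from the group means were correlated across genes to check pairing, and same-mouse libraries had a mean r of 0.013 (from -0.069 to 0.086, 24 pairs). No library was a copy of another of its group, the chi-square per degree of freedom between libraries of 1 group being at least 35.8.

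The procedure was tested on simulated data with 200 of 19049 genes changed. The 200 were drawn from genes with a mean count of at least 50. Recovery of genes between 5 and 50 was thus not tested. With the spread taken from the quasi-likelihood variance of the fit, edgeR recovered 91.5% and 91% of genes changed by 1 on the log2 scale in the cell type effects in untreated and N1-AcSpd cells, 92% and 88.5% in the treatment effects in CD34− and CD34+ cells, and 80% in the interaction. At a change of 0.5 it recovered 57%, 61.5%, 65%, 57% and 43.5% in the same order. A simulation run first, with tagwise dispersions, recovered 88%, 85.5%, 87%, 85.5% and 60% at 1, and 17.5%, 15.5%, 20%, 15.5% and 0% at 0.5. It was replaced after its result was seen, and the cause of its lower recovery was not tested. Recovery of small changes thus depends on the spread assumed, and for the interaction the less favourable version recovered none of the genes changed by 0.5. In the same order DESeq2 recovered 93%, 91.5%, 93%, 89.5% and 84.5% at 1 and 62%, 72.5%, 68.5%, 60.5% and 50.5% at 0.5 with the quasi-likelihood variance, and 90%, 91.5%, 90.5%, 88.5% and 77% at 1 and 46%, 45%, 50.5%, 54.5% and 13.5% at 0.5 with tagwise dispersions. False calls numbered 2 to 11 with edgeR and 30 to 41 with DESeq2 at the quasi-likelihood variance, and 0 to 9 and 33 to 78 with tagwise dispersions.

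How a read overlapping more than 1 gene was counted is not stated. Of 6352 overlapping pairs of tested genes, 24.5% had near-identical counts, against 0.579% of 14510 adjacent pairs that do not overlap. The 2497 tested genes with such a partner, and 851 genes at 0 in at least 1 library and at 100 or more in another, mostly pseudogenes or genes overlapping one, are reported as uncertain. Figures were drawn with matplotlib 3.10.9. The study's ribosome profiling was not analysed here.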

Results

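The 16 libraries formed 4 groups of 4: untreated and N1-AcSpd-treated α6+/CD34− progenitors, and untreated and N1-AcSpd-treated α6+/CD34+ HFSCs. Untreated CD34− libraries of mice 1 to 4 held 24247491, 16179323, 24451336 and 23079841 UMIs. N1-AcSpd CD34− libraries held 25202264, 29074855, 27334651 and 25461714. Untreated CD34+ libraries held 16928210, 17763274, 18033819 and 18329702, and N1-AcSpd CD34+ libraries 26233887, 16715068, 15480075 and 16295268. Depth was thus higher in most CD34− libraries. Between 22142 and 24247 genes had a UMI. The sort marker Cd34 (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279 on GRCm38) ran from 2.88 to 3.65 CPM in CD34− libraries and from 43.4 to 64.1 CPM in CD34+ libraries, so no library lay outside the range its label calls for. An overlapping gene model, Gm16897, had near-identical counts.

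**Figure D1:**
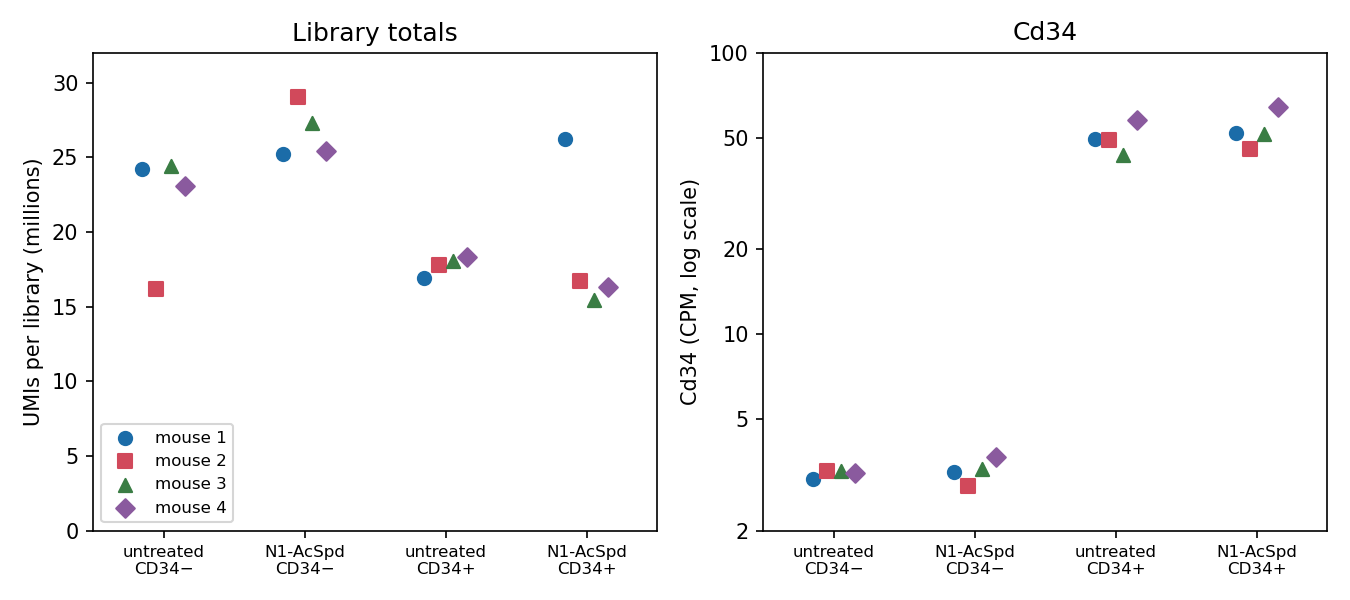
Library totals in UMIs, with the axis in M UMIs (left), and Cd34 in CPM on a log scale (right), 1 point per library, marked by mouse. Cd34 stayed at or below 3.65 CPM in the 8 CD34− libraries and at or above 43.4 CPM in the 8 CD34+ libraries.

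The cell type effect in untreated cells asked which genes separate HFSCs from progenitors without supplementation. Of 19049 genes tested, edgeR called 6123, 3059 higher and 3064 lower in CD34+ cells, and 5931 of them changed with the same sign in 4 mice. DESeq2 called 5934. The alternative that moved this count most was the added fold change threshold, which left 2913. With library totals in place of TMM the median of all genes shifted to 0.14 from 0.022 on the log2 scale, and 4862 of 6621 called genes were higher. Serpina3n (ENSMUSG00000021091, chromosome 12, 104406729 to 104414329) was the only gene named by the rule that neither overlapped another tested gene nor was on or off between libraries. Whether a copy elsewhere shares its counts was not tested. Serpina3n rose from 0.369 ± 0.217 CPM in CD34− to 7.47 ± 1.66 CPM in CD34+ cells (SD, n = 4), a log2 fold change of 4.34 (SE 0.41, edgeR adjusted p 3.17e-06). The other 5 named genes were uncertain. Rps12-ps17, Rps12-ps18 and Rps12-ps6 are pseudogenes with identical counts, at 339.8 ± 13.6 CPM in CD34− cells and at 0 in all 4 CD34+ libraries, at least 7703-fold lower against a limit of 3 counts over the group (edgeR adjusted p 0.0266). DESeq2 did not call them, and the call was lost without any single untreated CD34+ library or without mouse 1 or 2. Rps12-ps4 and Pdzd2 were high in only some CD34+ libraries, and each shared near-identical counts with an overlapping gene. Their adjusted p rose to 0.0646 and 0.176 with mouse as a block. Both calls were lost without any single untreated CD34− library of mouse 1 to 4 (Rps12-ps4 at 8.73, 8.60, 8.87 and 8.54, Pdzd2 at 5.29, 5.199, 5.28 and 5.33) or without all libraries of mouse 1, 2 or 3 (9.14, 8.06 and 8.23, and 5.68, 5.59 and 1.29). Pdzd2 also lost its call without the untreated CD34+ library of mouse 3 (1.28).

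In N1-AcSpd-treated cells the same comparison called 6347 genes, 3147 higher and 3200 lower in CD34+ cells, 6166 with the same sign in 4 mice. DESeq2 called 6227. With library totals the median of all genes was 0.11 and 4794 of 6697 called genes were higher. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) rose from 1.44 ± 0.0812 to 15.7 ± 2.15 CPM (log2 3.44, SE 0.17, adjusted p 2.49e-08). Defb14 (ENSMUSG00000046354, chromosome 8, 19194357 to 19195212) fell from 6.42 ± 1.38 to 0.544 ± 0.263 CPM (log2 -3.54, SE 0.32, adjusted p 2.30e-06), and Lce3e (ENSMUSG00000074433, chromosome 3, 92967061 to 92968281) from 39.99 ± 17.6 to 4.53 ± 1.26 CPM (log2 -3.14, SE 0.34, adjusted p 1.03e-05). Cd34 itself had a log2 fold change of 4.03 (SE 0.12, adjusted p 2.19e-10), against 3.97 (SE 0.12, adjusted p 1.59e-10) in untreated cells. Pdzd2 and Ddah1 also met the rule but were uncertain, since 1 library held nearly all of their counts and an overlapping gene had near-identical counts. With mouse as a block their adjusted p was 0.191 and 0.110. The Pdzd2 call was lost without any single N1-AcSpd CD34− library of mouse 1 to 4 (5.27, 5.23, 5.26 and 5.28), without the N1-AcSpd CD34+ library of mouse 4 (1.03) and without all libraries of mouse 1, 2 or 4 (5.66, 5.63 and 1.05).

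The study sorted genes by whether they passed a threshold in untreated cells, in treated cells or in both. Its rule names a p and a log2 fold change over 0.5, and does not say whether the p was adjusted. With adjusted p, 2338 genes passed in both conditions, 575 in untreated cells only and 859 in N1-AcSpd cells only. With unadjusted p these counts were 2598, 782 and 1046. With adjusted p and no fold change threshold they were 4874, 1249 and 1473. Among the 859 genes, 94.4% had the same sign in untreated cells and 481 had an unadjusted p under 0.05 there. Their median absolute log2 fold change was 0.42 untreated and 0.68 treated. For the 575 genes it was 0.71 and 0.43. Passing in 1 condition only does not show a difference between conditions, and the interaction tests that difference. edgeR called 0 of the 859 genes for interaction, with 187 at an unadjusted p under 0.05, and DESeq2 called 7 of them. The 859 were chosen in these same libraries for passing in 1 condition only, so the 187 and the 7 are not independent evidence. Of the 54 cell division genes named by the study, 43 were among the 859 and 9 passed in both conditions.

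**Figure D2:**
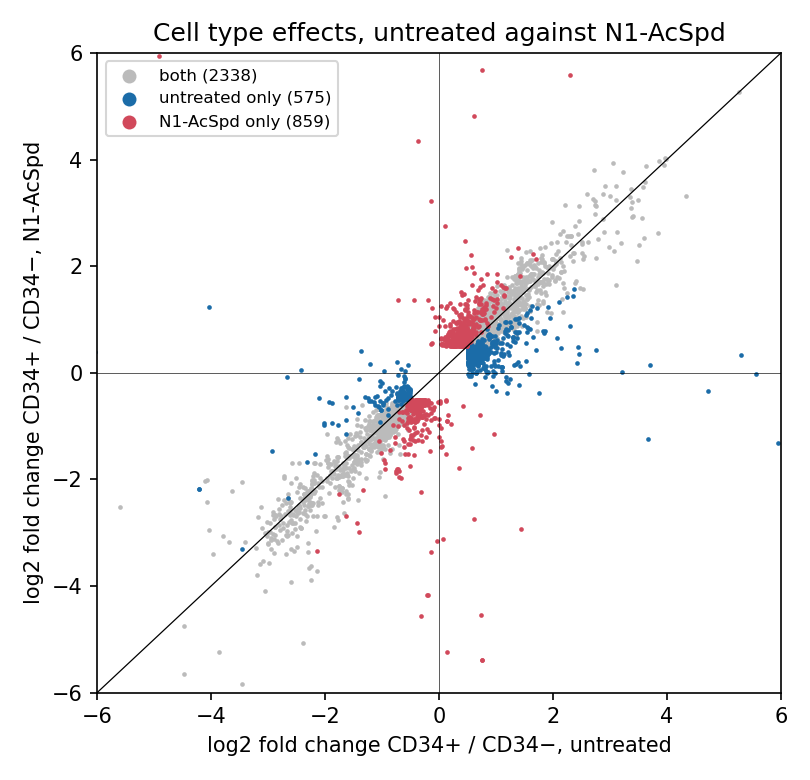
Log2 fold change of CD34+ against CD34− cells, untreated (x axis) and with N1-AcSpd (y axis), 1 point per gene passing the fold change rule in both conditions (2338), in untreated cells only (575) or in N1-AcSpd cells only (859). The line marks equal effects, and 73 genes lie outside the plotted range of 6.

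The treatment effect in CD34− cells asked what N1-AcSpd changed in progenitors. edgeR called 117 genes, 71 higher and 46 lower, all with the same sign in 4 mice, and 2592 genes had an unadjusted p under 0.05. The count varied widely between settings. DESeq2 called 558 genes, the fit with mouse as a block 351, and a fit of the 8 compared libraries alone called 0, with 2627 genes at an unadjusted p under 0.05. Single libraries moved it by over 1.5 times. Without the untreated CD34− library of mouse 1, 2, 3 or 4 it was 22, 77, 44 or 62, and without the N1-AcSpd CD34− library of mouse 2, 3 or 4 it was 25, 32 or 21. Without the untreated CD34+ library of mouse 1 or 4 it was 72 or 74, and without the N1-AcSpd CD34+ library of mouse 1 or 2 it was 65 or 62. Leaving out a whole mouse, 1 to 4, gave 12, 5, 19 and 4.

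Of the genes that met the naming rule in CD34− cells, 3 rose and 3 fell. Gsta4 (ENSMUSG00000032348, chromosome 9, 78182774 to 78209349) rose from 91.8 ± 21.8 to 182.6 ± 16.7 CPM (log2 0.99, SE 0.16, edgeR adjusted p 0.0188). Klk10 rose by a log2 fold change of 0.94 (SE 0.18, adjusted p 0.0421) and Gsta1 by 0.89 (SE 0.17, adjusted p 0.0409). Cspg4 (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870) changed from 2.64 ± 0.236 to 1.30 ± 0.170 CPM (log2 -1.03, SE 0.12, adjusted p 0.00544). Col7a1 changed by -0.73 (SE 0.15, adjusted p 0.0421) and Scaper by -0.57 (SE 0.091, adjusted p 0.0188). All 6 lost their call when only the 8 compared libraries were fitted. Klk10 and Scaper overlap another tested gene, without near-identical counts. Of 20 leave-out runs, Cspg4 lost its call in 2, without mouse 2 (-1.04) or mouse 4 (-1.02). Gsta4 lost it in 7, without the untreated CD34− library of mouse 1 (0.87), the N1-AcSpd CD34− library of mouse 3 (0.96) or 4 (0.95), or any mouse (0.90, 1.00, 0.97 and 1.11). Scaper lost it in 7, without the untreated CD34− library of mouse 1 (-0.55), the N1-AcSpd CD34− library of mouse 2 (-0.56), 3 (-0.56) or 4 (-0.56), or mouse 2 (-0.58), 3 (-0.56) or 4 (-0.54). Gsta1 lost it in 13 runs (log2 fold changes from 0.80 to 1.06 over the 20 runs). It kept it only without the untreated CD34+ library of mouse 1, 2 or 3, the N1-AcSpd CD34+ library of mouse 2, 3 or 4, or the untreated CD34− library of mouse 4. Klk10 lost it in 16 runs (0.74 to 1.04) and Col7a1 in 16 (-0.85 to -0.64). Both kept it without the untreated CD34+ library of mouse 2 or 3 or the N1-AcSpd CD34+ library of mouse 3, and otherwise only without the N1-AcSpd CD34+ library of mouse 4 (Klk10) or the N1-AcSpd CD34− library of mouse 1 (Col7a1).

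In CD34+ cells the treatment effect called 62 genes, 36 higher and 26 lower, all with the same sign in 4 mice, and 2505 genes had an unadjusted p under 0.05. DESeq2 called 431, the fit with mouse as a block 152, and the fit of the 8 compared libraries 3. With DESeq2 size factors in edgeR 53 of 75 called genes were higher. Without the untreated CD34+ library of mouse 1, 2 or 4 the count was 20, 30 or 30, and without the N1-AcSpd CD34+ library of mouse 1 or 3 it was 37 or 22. Without the untreated CD34− library of mouse 2 or 3 it was 39. Leaving out a whole mouse, 1 to 4, gave 5, 8, 12 and 3. Prl2c5 (ENSMUSG00000055360, chromosome 13, 13182715 to 13191923) rose from 44.4 ± 1.49 to 79.99 ± 5.58 CPM (log2 0.85, SE 0.082, edgeR adjusted p 0.00164) and kept its call in all 20 leave-out runs. Igfbp3 rose by 0.86 (SE 0.15, adjusted p 0.0353) and Stfa2 by 0.82 (SE 0.15, adjusted p 0.0468). Tm4sf1 changed by -0.63 (SE 0.10, adjusted p 0.0176). These calls were lost in 11 (0.79 to 0.97 over the 20 runs), 17 (0.72 to 0.93) and 6 of 20 leave-out runs, for Tm4sf1 without the untreated CD34+ library of mouse 1 (-0.58) or 2 (-0.63), or any mouse (-0.65, -0.54, -0.67 and -0.68). Igfbp3 kept its call only without the untreated CD34− library of mouse 1, 3 or 4, the N1-AcSpd CD34− library of mouse 1, 3 or 4, the N1-AcSpd CD34+ library of mouse 2 or 4, or the untreated CD34+ library of mouse 3, and Stfa2 only without the untreated CD34− library of mouse 1 or the N1-AcSpd CD34− library of mouse 1 or 4. DESeq2 and the fit of the 8 compared libraries called none of the 3. Syn3 and Timp3 overlap on opposite strands with near-identical counts, so their shared change of -0.75 cannot be assigned to either. Both lost their call without the untreated CD34+ library of mouse 1 (-0.73), 2 (-0.77) or 4 (-0.70), the N1-AcSpd CD34+ library of mouse 1 (-0.72) or 3 (-0.75), or all libraries of mouse 1 (-0.69), 2 (-0.77) or 4 (-0.75).

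The interaction asked whether N1-AcSpd changed the difference between HFSCs and progenitors. edgeR called 0 genes, with 799 at an unadjusted p under 0.05 and a smallest adjusted p of 0.411. The 799 are fewer than the 1 in 20 of 19049 tested genes that chance alone would give. The fit with mouse as a block also called 0, with 981 at an unadjusted p under 0.05. DESeq2 called 71 genes, of which 51 were at 0 in some libraries and at 100 or more in others, and 10 when such genes were left out. Counts above 0 appeared in edgeR without the untreated CD34+ library of mouse 1 (2) or mouse 3 (1), the untreated CD34− library of mouse 2 (1), mouse 3 (8) or mouse 4 (1), and the N1-AcSpd CD34+ library of mouse 3 (1) or mouse 4 (3). Without all libraries of mouse 1, 2, 3 or 4 there were 3, 2, 11 and 2. The smallest p in each direction belonged to Cspg4 (log2 0.77, SE 0.16, adjusted p 1) and Cyp2b10 (log2 -0.66, SE 0.11, adjusted p 0.411), and neither was called. Cyp2b10 was called by DESeq2, and by edgeR without the untreated CD34− library of mouse 4 (-0.75).

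Gene sets separated the cell types in both conditions. In untreated cells the median log2 fold change was 0.30 for S phase (camera adjusted p 5.92e-07), 0.51 for G2/M (9.44e-11), 0.41 for the study cell division genes (3.91e-07), -2.31 for epidermal differentiation (2.66e-25) and -0.12 for ribosomal proteins (1.37e-05). In N1-AcSpd cells the medians were 0.42 (4.03e-09), 0.70 (6.38e-18), 0.63 (1.81e-11), -2.22 (1.95e-22) and -0.098 (0.000840). Each direction held in 4 of 4 mice. With library totals the ribosomal protein median was -0.0048 in untreated cells and, not called, 0.018 in N1-AcSpd cells, where its sign thus depends on the scaling. Camera's preset correlation was far below the estimates, which ran from 0.093 to 0.56. With the estimated correlation no set in any comparison kept an adjusted p under 0.05. Under fry the 10 cell type calls held, as did S phase in treated CD34+ cells, and every other treatment and interaction call was lost. Over all genes, 47 of 54 G2/M genes were called in N1-AcSpd cells and 38 in untreated cells, and 48 and 48 when adjusted over the list alone. For S phase, in the same order of conditions, 32 and 30 of 43 were called, and 36 and 32 adjusted over the list alone. For the study cell division genes, again in that order, 52 and 37 of 54 were called, and 54 and 47 adjusted over the list alone, which is not independent evidence. All 27 epidermal differentiation genes tested were called in untreated and 26 in N1-AcSpd cells, the same counts as adjusted over the list alone. Of 81 ribosomal protein genes 35 were called in N1-AcSpd cells and 45 in untreated cells, and 41 and 50 adjusted over the list alone.

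Under treatment, edgeR called 0 genes of the 5 sets over all genes in either cell type. In the order S phase, G2/M, study cell division, epidermal differentiation and ribosomal protein, 2, 5, 7, 9 and 27 genes had an unadjusted p under 0.05 in CD34− cells, where DESeq2 called 0, 1, 2, 6 and 8. In CD34+ cells these counts were 13, 11, 14, 8 and 11, and DESeq2 called 5, 3, 1, 3 and 1. With mouse as a block edgeR called 0, 1, 2, 1 and 2 in CD34− cells, and 1 S phase gene and none of the other sets in CD34+ cells. Adjusted over the list alone, 7 epidermal differentiation genes, 2 ribosomal protein genes and 1 study cell division gene were called in CD34− cells, and 2 epidermal differentiation genes and 1 S phase gene in CD34+ cells. In CD34− cells the set medians were 0.028 for S phase (camera adjusted p 0.0879), -0.046 for G2/M (0.115), -0.048 for the study cell division genes (0.0448), 0.20 for epidermal differentiation (4.24e-06) and -0.060 for ribosomal proteins (2.17e-05). With mouse as a block the G2/M median of -0.048 was called (0.0472). The epidermal differentiation call was lost without mouse 1, with a median of 0.060. S phase was called without the N1-AcSpd CD34− library of mouse 2 (0.062), the untreated CD34− library of mouse 4 (0.063), mouse 2 (0.046) or mouse 4 (0.055), and G2/M without the untreated CD34− library of mouse 2 (-0.073), the N1-AcSpd CD34− library of mouse 3 (-0.076) or mouse 3 (-0.065). The study cell division call was lost in 11 of 20 leave-out runs: without the untreated CD34− library of mouse 1 (-0.046), 3 (-0.026) or 4 (-0.036), the N1-AcSpd CD34− library of mouse 1 (-0.050) or 2 (-0.011), the N1-AcSpd CD34+ library of mouse 2 (-0.058) or 3 (-0.048), the untreated CD34+ library of mouse 3 (-0.058), or all libraries of mouse 1 (-0.033), 2 (-0.046) or 4 (-0.045).

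In CD34+ cells the set medians under treatment were 0.11 for S phase (camera adjusted p 3.91e-07, fry adjusted p 0.00819, higher in 4 of 4 mice), 0.16 for G2/M (7.33e-09, fry 0.174, 4 of 4), 0.13 for the study cell division genes (3.82e-05, fry 0.161, 3 of 4), 0.28 for epidermal differentiation (1.64e-06, fry 0.161, 4 of 4) and -0.043 for ribosomal proteins (0.00748, fry 0.161, lower in 3 of 4). The ribosomal protein call was lost without the untreated CD34+ library of mouse 1 (-0.028) or 3 (-0.017), the N1-AcSpd CD34+ library of mouse 2 (-0.026) or 3 (-0.023), or all libraries of mouse 1 (-0.036), 2 (-0.039) or 3 (-0.0094).

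For the interaction the set medians were 0.056 for S phase (camera adjusted p 0.00180, fry 0.194, higher in 4 of 4 mice), 0.21 for G2/M (1.39e-11, fry 0.194, 3 of 4) and 0.21 for the study cell division genes (7.83e-09, fry 0.140, 3 of 4). Epidermal differentiation (median 0.012, camera adjusted p 0.716) and ribosomal proteins (0.014, 0.121) were not called. The epidermal differentiation mean was -0.026, opposite in sign to its median. Epidermal differentiation was called without mouse 1 (0.20) or the N1-AcSpd CD34− library of mouse 1 (0.14). Ribosomal proteins were called without the untreated CD34+ library of mouse 1 (0.029) or 3 (0.049), the N1-AcSpd CD34+ library of mouse 2 (0.045) or 3 (0.030), or the untreated CD34− library of mouse 4 (0.035), and with overlapping genes collapsed (0.042). edgeR called 0 genes of the 5 sets for interaction, over all genes and adjusted over the list alone, with 3, 5, 9, 2 and 0 at an unadjusted p under 0.05 in the same order of sets, and DESeq2 called 0.

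**Figure D3:**
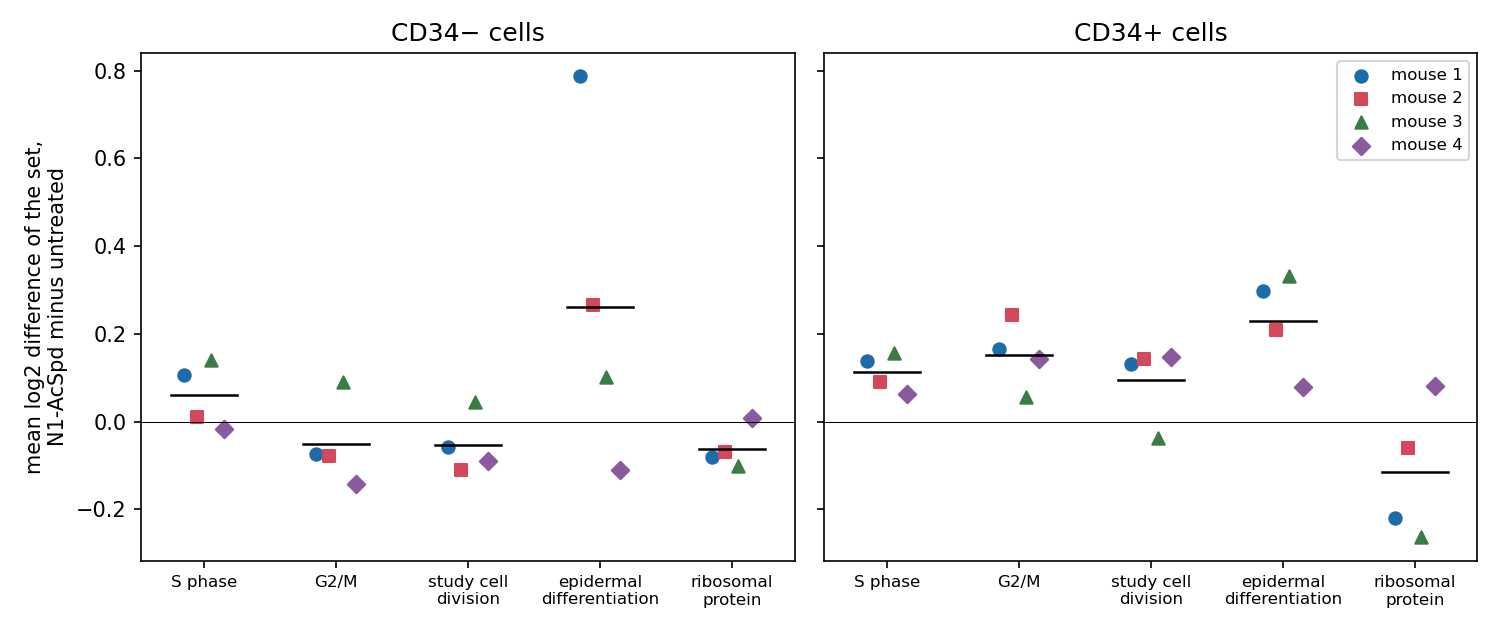
Mean log2 difference of each gene set between N1-AcSpd and untreated cells in CD34− (left) and CD34+ cells (right), 1 point per mouse, with the mean of 4 mice as a line. In CD34+ cells the S phase and G2/M sets were higher in 4 of 4 mice, and in CD34− cells G2/M was higher in 1 of 4.

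Of 663 Reactome pathways, camera called 102 for the cell type effect in untreated cells, 139 in N1-AcSpd cells, 50 for treatment in CD34− cells, 174 for treatment in CD34+ cells and 46 for the interaction. These calls use the same preset correlation as the gene sets. Mitotic Prometaphase led both cell type effects, with median log2 fold changes of 0.30 (99 genes, adjusted p 3.42e-05) and 0.38 (4.47e-10), and the interaction, with 0.10 (1.43e-05). DNA strand elongation led the treatment effect in CD34+ cells (32 genes, median 0.13, adjusted p 3.77e-07). Peptide chain elongation led in CD34− cells (89 genes, median -0.063, adjusted p 0.000169). Genes of the class passing only with N1-AcSpd were enriched in 16 pathways, among them Cell Cycle, with 53 of the 236 genes of the class in the collection where 24.7 were expected by chance (one-sided Fisher exact test, adjusted p 7.08e-06), and 1 pathway, EPH-ephrin mediated repulsion of cells (7 of 135 genes, adjusted p 0.0220), among genes passing only untreated. With DESeq2 size factors 25 pathways were enriched.

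Pathway counts moved by over 1.5 times when libraries were left out. For treatment in CD34− cells there were 31, 30 and 26 without mouse 1, 2 and 3. For the interaction there were 30 without the untreated CD34− library of mouse 1, 29, 78 and 15 without the N1-AcSpd CD34+ library of mouse 1, 2 and 3, and 26 and 73 without the untreated CD34+ library of mouse 2 and 3. It was 15 without the N1-AcSpd CD34− library of mouse 2, and 22, 14, 25 and 17 without mouse 1, 2, 3 and 4. For the genes passing only with N1-AcSpd there were 32 and 39 without the untreated CD34+ library of mouse 1 and 3, 2, 7 and 26 without the N1-AcSpd CD34+ library of mouse 1, 3 and 4, 10 without the N1-AcSpd CD34− library of mouse 2, and 7 without mouse 1.

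HFSC markers and Itga6 were compared next, since they carry the identity of the sorted cells. In each condition 8 of 9 were called for the cell type effect, over all genes and adjusted over the list alone: 7 higher in CD34+ cells, and Itga6 lower. The Itga6 log2 fold change was -0.34 (SE 0.062, edgeR adjusted p 0.000901) untreated and -0.17 (SE 0.062, adjusted p 0.0437) with N1-AcSpd, the latter not called with library totals (-0.056), without a low-count filter (-0.17), with overlapping genes collapsed (-0.16) or in the fit of the 8 compared libraries (-0.16), and lost in 16 of 20 leave-out runs (-0.21 to -0.14). It was kept only without the untreated CD34+ library of mouse 1, the untreated CD34− library of mouse 2 or 4, or the N1-AcSpd CD34+ library of mouse 3. The study's primers name Tcf3, which can be read as the gene Tcf3 or as Tcf7l1, so both were listed. Tcf3 was among the 7 higher markers in each condition, and Tcf7l1 was called in neither. If Tcf7l1 was meant, the Tcf3 call is no evidence of HFSC identity. Under treatment 1 marker was called in CD34− cells, Nfatc1 (log2 -0.35, SE 0.072, adjusted p 0.0480), whose call was kept only without the N1-AcSpd CD34+ library of mouse 3. In the other 19 of 20 leave-out runs 0 markers were called. Adjusted over the list alone, 2 were called in CD34− cells and 0 in CD34+ cells, where the count over all genes by edgeR was 0 as well, with 0 at an unadjusted p under 0.05. DESeq2 called 2 in CD34− and 0 in CD34+ cells. For the interaction edgeR called 0 markers both ways, with 1 at an unadjusted p under 0.05, and DESeq2 called 0. With mouse as a block Id2 was called in CD34+ cells (log2 0.31, adjusted p 0.0343). In no treatment comparison was Cd34 called, with log2 fold changes of 0.032 (SE 0.11) in CD34− and 0.093 (SE 0.10) in CD34+ cells.

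The 26 polyamine pathway genes tested bear on the handling of the supplement. For the cell type effect 15 were called untreated and 15 with N1-AcSpd, and 17 and 18 adjusted over the list alone. Under treatment 3 were called in CD34− cells, and also 3 adjusted over the list alone. Sat1 (ENSMUSG00000025283, chromosome X, 155213132 to 155216449) rose from 112.4 ± 12.3 to 170.8 ± 26.9 CPM (log2 0.60, SE 0.12, edgeR adjusted p 0.0456), and Amd1 and Amd2 changed by -0.31 (SE 0.062, adjusted p 0.0421) and -0.30 (SE 0.059, adjusted p 0.0429). Amd1 and Amd2 are near-identical copies whose counts cannot be separated. The 3 calls fell to 2 without the N1-AcSpd CD34+ library of mouse 1 or 4 or the untreated CD34+ library of mouse 3, to 1 without the untreated CD34+ library of mouse 4, and to 0 in 15 of 20 leave-out runs. All 3 were kept only without the N1-AcSpd CD34+ library of mouse 3. In CD34+ cells edgeR called 0 over all genes, 7 adjusted over the list alone, 2 with mouse as a block and 1 without the N1-AcSpd CD34+ library of mouse 3, with 7 at an unadjusted p under 0.05, and DESeq2 called 5. Sat1 had a log2 fold change of 0.45 (SE 0.12, adjusted p 0.144) there. For the interaction edgeR called 0 polyamine genes, over all genes and adjusted over the list alone, with 1 at an unadjusted p under 0.05, and DESeq2 called 0.

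Marker genes of other cell types stayed low, in CPM of library totals without TMM scaling. Melanocyte genes reached 11.8 CPM through Pmel, which lay between 8.96 and 11.8 CPM in every library. The highest fibroblast gene reached 0.805 CPM and the highest immune gene 1.97 CPM, while Krt14 had a median of 5171 CPM. Xist reached 0.138 CPM, and the Y-linked gene Eif2s3y had at least 9.26 CPM in every library.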

Values the study reported

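In the study, around 2200 genes differed between the cell types whether or not N1-AcSpd was given. Another 851 genes differed only with N1-AcSpd, and 540 only in untreated cells. The study counted 54 genes of the cell division term among the 851. It states that these genes were higher in untreated HFSCs too, and that treatment altered the size of the difference. Its conclusion on proliferation also rests on EdU incorporation, which rose in both fractions and more in HFSCs, and on cell cycle phases. Neither of these was analysed here.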

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

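The Cd34 tests of labels and the test on pseudogene copies were chosen only after the result was seen. One library was tested for lying far from the other 3 of its group in 65 quantities. It did in 27 of 260 groups, where chance gives about 1 in 20, or 13. Of the 16 libraries, 7 stood out in more than 1 quantity, the N1-AcSpd CD34+ libraries of mice 3 and 4 most often, each in 4. These counts are not independent, since several of the quantities are copies that share the same values.

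Depth set 2 libraries apart. The untreated CD34− library of mouse 2 held 16.2 M UMIs against 23.1 to 24.5 M in the others, and the N1-AcSpd CD34+ library of mouse 1 held 26.2 M against 15.5 to 16.7 M. Each total lay in the range of the other cell type, so an exchange of labels was tested with the sort marker. Cd34 was at 3.26 CPM in the first library and at 52.1 CPM in the second, each within its own cell type (2.88 to 3.65 and 43.4 to 64.1 CPM), which argues against wrong labels. Unequal yield of library preparation or sequencing stays open and was not tested. After every library was thinned to the smallest total, 86.0% of the genes called for the cell type effect in untreated cells and 87.8% of those in N1-AcSpd cells were called again, which argues against depth as the source of these calls. The untreated CD34+ library of mouse 4 had 23364 genes with a UMI against 22795 to 22888 in the others. Its total was also the highest of its group, and no explanation was tested.

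The mean level of ribosomal protein genes lay below the other libraries of its group in 3 libraries. On the log2 CPM scale it was 9.79 in the untreated CD34− library of mouse 4 (others 9.87 to 9.88), 9.65 in the untreated CD34+ library of mouse 4 (9.75 to 9.77) and 9.77 in the N1-AcSpd CD34− library of mouse 3 (9.79 to 9.80). In both untreated groups the library came from mouse 4, whose N1-AcSpd libraries did not stand apart. No biological explanation was tested, and the design gives no label that separates this mouse from the others. The ribosomal protein interaction did not follow these libraries. It was called without the untreated CD34− library of mouse 4 (0.035), but also without 4 libraries that did not stand apart in that level, the untreated CD34+ library of mouse 1 (0.029) or 3 (0.049) and the N1-AcSpd CD34+ library of mouse 2 (0.045) or 3 (0.030), and it was not called without the untreated CD34+ library of mouse 4 (0.020) or without mouse 4 (-0.00090).

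Wide gaps appeared in genes that were low in some libraries and abundant in others. Rps12-ps4 was at 509.4 CPM in the N1-AcSpd CD34+ library of mouse 4 and at most at 1.04 CPM in the others of its group. Pdzd2 was at 215.6 CPM in the untreated CD34+ library of mouse 3 and at 228.5 CPM in the N1-AcSpd CD34+ library of mouse 4, against at most 4.21 and 3.47 CPM. Rps12-ps17, Rps12-ps18 and Rps12-ps6, with identical counts, were at 288.9 CPM in the N1-AcSpd CD34− library of mouse 4 and at 0 in the other 3, and at 0 in the N1-AcSpd CD34+ library of mouse 3 against 249.2 to 267.5 CPM. Ddah1 was at 509.7 CPM in the N1-AcSpd CD34− library of mouse 2 against at most 1.03 CPM. Rps12-ps4, Pdzd2 and Ddah1 held at least 4, 19 and 3 counts in every library, and each had near-identical counts with an overlapping gene. Of the genes named here only Rps12-ps17, Rps12-ps18 and Rps12-ps6 were at 0 in at least 1 library and at 100 or more counts in another. Of the 848 genes of that kind with a position, 88.0% were pseudogenes or overlapped a tested one, against 16.6% of other genes. This is consistent with reads of near-identical copies being placed on one copy in some libraries and on another in the rest. Whether this holds for Rps12-ps4, Pdzd2 and Ddah1 was not tested. Expression that differs between cell types was weighed as well. Of 428 genes of that kind with 2 to 8 libraries at 0, the zeros of 22.7% fell in 1 cell type alone, against 17.5% by chance (SD 1.59). By the prediction written first this would count for a cell type difference. The zeros of 21.03% fell in 1 treatment alone, and copies share their zeros, so the excess and shared zeros cannot be told apart for these genes.

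Single genes with smaller gaps were spread over libraries of all 4 groups. Against the range of the other 3 libraries of the group, Lce3e was at 28.8 CPM in the untreated CD34− library of mouse 3 (14.8 to 17.1), Cyp2b10 at 18.2 CPM in that of mouse 4 (14.4 to 14.9) and Paox at 8.21 CPM in that of mouse 4 (9.33 to 9.49). Itga6 was at 58.4 CPM in the N1-AcSpd CD34− library of mouse 3 (52.3 to 53.2) and Amd1 at 62.8 CPM in that of mouse 2 (57.9 to 58.7). Sox9 was at 84.98 CPM (56.8 to 60.3) and Srm at 33.2 CPM (36.9 to 37.5) in the N1-AcSpd CD34+ library of mouse 4. Mri1 was at 20.1 CPM in that of mouse 2 (15.3 to 15.97), and Enoph1 at 9.45 CPM in that of mouse 3 (7.12 to 7.40). In untreated CD34+ cells Enoph1 was at 5.92 CPM for mouse 1 (7.37 to 7.55) and Sat2 at 0.713 CPM for mouse 2 (0.308 to 0.341), where no library held more than 13 counts. Amd1 is uncertain because of its copy Amd2. No explanation was tested for these genes, and with 13 of 260 groups standing out by chance, some of them are to be counted as chance.

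The treatment effect differed between the cell types in 3 gene sets by the interaction term of camera: S phase by a median of 0.056, G2/M by 0.21 and the study cell division genes by 0.21 on the log2 scale. The mean difference per mouse, 1 to 4, was 0.032, 0.080, 0.017 and 0.080 for S phase, 0.24, 0.32, -0.035 and 0.29 for G2/M, and 0.19, 0.25, -0.083 and 0.24 for the study genes. Mouse 3 thus went the other way in the last 2 sets. All 3 calls held in each of 20 leave-out runs, with medians from 0.036 to 0.095, from 0.13 to 0.29 and from 0.15 to 0.28. Depth was argued against, since after thinning the medians were 0.042, 0.19 and 0.20. Genes of a set move together, and the estimated correlations of 0.0964, 0.531 and 0.205 lie above the preset 0.01. With them no call was left (adjusted p 0.288, 0.300 and 0.193). Other splits of the treatment labels gave a camera p as small in 20, 16 and 8 of 100 drawn splits, so chance was not excluded there. Swaps within mouse and cell type gave 26, 1 and 1 of 100, where the 1 is the real arrangement. Both kinds of relabelling exchange treatment in each cell type separately. A treatment effect common to both fractions then enters the interaction of the new labels. The most interaction genes called were 398 in a drawn split and 928 in a swap, against 0 in the real arrangement. High counts of splits or swaps thus do not show that an interaction is chance.

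For S phase, correlation between genes may account for the interaction, given the estimate of 0.0964. The 26 swaps decide nothing here, since a treatment effect common to both fractions can produce them. For G2/M and the study genes the swaps within mouse argue against chance while the unpaired splits do not, so correlation between genes (0.531 and 0.205) and a treatment effect that is larger in HFSCs cannot be told apart. By the prediction written first, correlation would have counted as the explanation for these 2 sets as well. They were left open after the swap counts were seen. The study chose its genes on these libraries, so that set is not independent evidence.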

How the results depend on the processing

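The collapsed overlapping genes, the fits without on-or-off genes and the leave-out runs for pathways were chosen after seeing the data. The other alternatives were fixed in advance, and each of them was run. No result changed direction while called. Over all settings that do not leave out a library, 169 of 200 counts stayed within 1.5 times the main count, 726 of 797 single-gene results kept their side of the threshold, 69 lost a call and 2 gained one, and 234 of 270 set results kept their side, 34 lost a call and 2 gained one. Over leave-out runs, 386 of 480 counts stayed within 1.5 times, 1332 of 1620 gene results kept their side while 287 lost a call and 1 gained one, and 467 of 500 set results kept their side while 19 lost a call and 14 gained one. A gene uncalled in both settings counts as kept whatever its sign.

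Scaling changed which cell type genes were called. With library totals 4818 of the 6123 calls in untreated cells and 5050 of the 6347 in N1-AcSpd cells were kept, and 4862 of 6621 and 4794 of 6697 calls were higher in CD34+ cells, against 3059 and 3147 in the TMM fit. With DESeq2 size factors 25 pathways were enriched among genes passing only with N1-AcSpd, and 0 HFSC markers were called for treatment in CD34− cells. With library totals that marker count was also 0, and the ribosomal protein set was not called for the cell type effect in N1-AcSpd cells, with a median of 0.018. With filterByExpr 1 polyamine gene was called for treatment in CD34+ cells, as it was without on-or-off genes. Without a low-count filter 35 genes were called for treatment in CD34− and 35 in CD34+ cells, with 0 HFSC markers and 0 polyamine genes in CD34− cells, where more genes enter the adjustment. With overlapping genes collapsed the ribosomal protein interaction was called, at 0.042. For the others the cause was not tested.

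The replicate number stands for 1 animal, so the fit with mouse as a block is the paired one. It raised the treatment calls to 351 in CD34− cells, 116 of the 117 among them, and to 152 in CD34+ cells, 59 of the 62 among them. In CD34+ cells it called 1 HFSC marker and 2 polyamine genes, and in CD34− cells it called G2/M, at -0.048. It lost the named calls of Rps12-ps4 in untreated cells, Pdzd2 in both conditions and Ddah1 in N1-AcSpd cells. Genes of the 5 sets under treatment, of which 0 were called without the block, then gave 1 call in G2/M, 2 in study cell division, 1 in epidermal differentiation and 2 in ribosomal protein in CD34− cells, and 1 in S phase in CD34+ cells. Polyamine calls for the cell type effect went from 15 to 16 untreated and from 15 to 17 with N1-AcSpd. The block changed no other call of a named gene or set, and moved no other count by over 1.5 times.

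Fitting only the compared libraries, and thinning, each called fewer genes for the cell type and treatment effects. Fitting only the 8 compared libraries left 0 genes for treatment in CD34− cells, with 2627 at an unadjusted p under 0.05, and 3 in CD34+ cells. In CD34− cells it left 0 HFSC markers, 0 polyamine genes and no call for the study cell division set (-0.054). Only 8 of the 16 libraries enter that fit, so fewer of them set the spread. Thinning to the smallest library left 68 genes and 0 HFSC markers for treatment in CD34− cells, and the study cell division set was not called (-0.037). DESeq2 called 558 genes for treatment in CD34− cells, 2 of them HFSC markers, 431 in CD34+ cells, 5 of them polyamine genes, and 71 for the interaction. In simulated data DESeq2 recovered more of the changed genes than edgeR and also made more false calls, at every setting simulated. Which of these gave its extra calls here was not tested.

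A fold change threshold is stricter by construction. With an absolute log2 fold change over 0.5 required, 2913 and 3197 genes were called for the cell type effects in untreated and N1-AcSpd cells, and 27 and 19 for treatment in CD34− and CD34+ cells. At any fold change 4874 genes passed in both conditions, 1249 in untreated cells only and 1473 with N1-AcSpd only.

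The set tests depended on how correlation between genes enters. With the estimated correlation all 21 called sets lost their call, at unchanged medians. In the order S phase, G2/M, study cell division, epidermal differentiation and ribosomal protein these were 0.30, 0.51, 0.41, -2.31 and -0.12 for the cell type effect in untreated cells, 0.42, 0.70, 0.63, -2.22 and -0.098 in N1-AcSpd cells, and 0.11, 0.16, 0.13, 0.28 and -0.043 for treatment in CD34+ cells. For treatment in CD34− cells the last 3 sets were at -0.048, 0.20 and -0.060, and for the interaction the first 3 at 0.056, 0.21 and 0.21. Fry lost the same calls at the same medians for treatment in CD34− cells (-0.048, 0.20 and -0.060) and for the interaction (0.056, 0.21 and 0.21). For treatment in CD34+ cells it lost G2/M, study cell division, epidermal differentiation and ribosomal protein (0.16, 0.13, 0.28 and -0.043). It kept the 10 cell type calls and S phase for treatment in CD34+ cells.

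Leaving out a library or a mouse gave the following ranges. Treatment calls ran from 4 (without mouse 4) to 161 (without the N1-AcSpd CD34+ library of mouse 3) in CD34− cells, from 3 (without mouse 4) to 85 (without the N1-AcSpd CD34+ library of mouse 2) in CD34+ cells, and interaction calls from 0 to 11 (without mouse 3). For treatment in CD34− cells HFSC markers ran from 0 to 1 and polyamine genes from 0 to 3, and in CD34+ cells polyamine genes from 0 to 1. Set medians for treatment in CD34− cells ran from 0.018 to 0.063 for S phase, from -0.076 to -0.0027 for G2/M, from -0.10 to -0.011 for study cell division and from 0.060 to 0.39 for epidermal differentiation. Ribosomal protein ran from -0.077 to -0.0094 for treatment in CD34+ cells and from -0.00090 to 0.049 for the interaction, where epidermal differentiation ran from -0.078 to 0.20. Pathways ran from 26 to 56 for treatment in CD34− cells, from 14 to 78 for the interaction and from 2 to 39 for genes passing only with N1-AcSpd. The libraries behind the changed counts and sets are named beside the result in the report, where single genes that lost their call in most runs have the libraries without which they kept it.

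Depth limits the low genes most. A count of 0 over a group of 4 libraries leaves room for up to 3 counts over the group, and a gene near the mean count of 5 carries mostly counting error. Leave-out runs and thinning kept the same tested genes.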

Other observations

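The tests on near-identical overlapping genes, on correlation within cultures, on pathway counts under swaps within mouse and on set levels over splits were chosen only after the result was seen. The list of NRF2 target genes was also drawn up after some treatment genes had been seen, and the test without 2 of its genes was added later.

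Genes passing in 1 condition only were weighed as a change caused by N1-AcSpd and as a threshold effect. Other splits of the treatment labels gave at least 859 genes passing only with N1-AcSpd in 26 of 100 drawn splits, and in 28 of 100 swaps within mouse and cell type. For the 575 genes passing only in untreated cells these counts were 79 and 67. Chance was not excluded for either class. These relabellings can carry a treatment effect common to both fractions into the classes, so they do not show that chance gave them. In a second test the classes were formed from 2 mice and the difference between conditions was measured in the other 2, for all 6 choices. For genes passing only with N1-AcSpd the median difference fell from 0.32 in the mice used to choose them to 0.085 in the other mice (0.069 to 0.11 over the 6 choices, 6 of 6 above 0 and 2 above 0.1). For genes passing only untreated it fell from 0.34 to 0.0023 (-0.053 to 0.038, 5 of 6 above 0). Most of the apparent difference may thus come from genes with like effects in both conditions crossing a threshold. A small change with N1-AcSpd stays open for the first class, as its median was above 0 in every choice.

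The pathways enriched among genes passing only with N1-AcSpd were tested in the same way. As many as 16 enriched pathways appeared in 18 of 100 drawn splits and in 4 of 100 swaps within mouse and cell type, the real one included in each. Chance was thus not excluded by the first and was excluded by the second, which keeps differences between mice out of the labels. As many as 46 interaction pathways appeared in 16 drawn splits and 24 swaps. A treatment effect common to both fractions enters these counts, so they cannot tell chance from an interaction. For the interaction genes the splits decide nothing, since edgeR called 0 (799 at an unadjusted p under 0.05, 71 called by DESeq2) and all 100 splits reach a count of 0. For the interaction of epidermal differentiation 96 splits and 95 swaps gave a p as small, and for ribosomal proteins 60 and 67.

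All 35 splits of the 8 libraries were counted for each comparison of 4 against 4. The real split alone gave as many called genes in all 4 comparisons (1 of 35 each), and no other split gave more than 4 genes. For pathways the count was 1 for the cell type effect in untreated cells, 1 in N1-AcSpd cells, 3 for treatment in CD34− cells and 1 in CD34+ cells, so chance was not excluded for pathways under treatment in CD34− cells. A camera p as small for epidermal differentiation appeared in 1 split in both cell type effects, in 11 for treatment in CD34− cells and in 4 in CD34+ cells. For S phase the counts were 3, 3, 18 and 1 in the order cell type untreated, cell type N1-AcSpd, treatment CD34− and treatment CD34+. For G2/M they were 12, 4, 21 and 11, for study cell division 9, 3, 11 and 10, and for ribosomal protein 8, 6, 5 and 11. By the camera p over all 35 splits, chance was excluded at 1 in 20 only for epidermal differentiation in both cell type effects and for S phase in treated CD34+ cells. These counts ignore mouse pairs and are not adjusted for the number of sets and comparisons. Camera sets the genes of a set against all other genes, of which 6123 and 6347 were called in the real splits of the cell types and at most 4 in any other. The difference in mean set level uses the other genes only through TMM scaling, and with library totals the ribosomal protein median in N1-AcSpd cells changed sign (0.018). For the 5 sets that difference was as large in 1 of 35 splits each, the real one, in both cell type effects. This is the smallest share that 35 splits can give. It passes 1 in 20 for each set level taken alone, unadjusted and with mouse pairs ignored. Under treatment the order of sets is S phase, G2/M, study cell division, epidermal differentiation and ribosomal protein. The difference in mean set level was as large in 8, 20, 12, 7 and 4 splits in CD34− cells. In CD34+ cells the counts were 1, 8, 11, 4 and 6. Of these only S phase in CD34+ cells passed 1 in 20, again unadjusted. Mouse pairs the libraries, and 8 of the 35 splits part all 4 pairs as the real one does. Among those 8 the real split alone gave as many called genes and pathways in each comparison, a share that 8 splits cannot bring under 0.05. Among the 8, a camera p as small appeared in 2, 3, 3, 1 and 1 for cell type untreated, in the same order. For cell type N1-AcSpd the counts were 1, 1, 1, 1 and 2. For treatment they were 7, 5, 3, 4 and 2 in CD34− cells and 1, 1, 2, 1 and 4 in CD34+ cells. These 8 splits cannot exclude chance for any set. The other splits put libraries of both cell types or treatments on each side.

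Overlapping genes often had near-identical counts. Of 6352 overlapping pairs, 24.5% did, and on opposite strands 22.7% of 3921 pairs. Among 14510 adjacent pairs that do not overlap the share was 0.579%, which argues against common regulation of neighbouring genes. The values are consistent with reads counted for every gene body they overlap, without regard to strand. Counts of called genes hold such pairs more than once. With each cluster collapsed to 1 member, 5635 genes were called for the cell type effect in untreated and 5846 in N1-AcSpd cells, and 97 and 83 for treatment in CD34− and CD34+ cells.

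A list of NRF2 target genes, which respond to oxidative and electrophilic stress, was drawn up after Akr1b8, G6pdx, Gpx2 and Gstm1 had been seen among the changed genes. Those 4 were left out of the list of 30. All 30 were among the tested genes of these cells, and no other list used here holds any of them. Gsta4 and Gsta1, named for treatment in CD34− cells, are among the 30 and were thus already picked for rising. Without them the medians under treatment were 0.18 (26 of 28 higher, fry p 5.98e-08) and 0.22 (25 of 28, fry p 2.07e-08). With all 30 genes, 28 of 30 were higher under treatment in CD34− and 27 in CD34+ cells, with medians of 0.18 (fry p 1.80e-08) and 0.26 (fry p 1.67e-08), and the list mean was higher in 4 of 4 mice in each. With mouse as a block the fry p was 3.70e-07 and 5.44e-07. Over all genes 6 were called in each cell type, and 14 and 15 adjusted over the list alone. The real split had the smallest camera p of all 35 in both cell types (1 of 35 each). With library totals the median of all genes under treatment was 0.0076 and -0.0053, far below the medians of the list. The interaction median was -0.0077 (fry p 0.349). Here edgeR called 0 of the 30, over all genes and adjusted over the list alone, with 3 at an unadjusted p under 0.05, and DESeq2 called 0. For the cell type effects the list's median and mean differed in sign, at 0.026 and -0.25 untreated and at 0.031 and -0.20 with N1-AcSpd, and the mean was higher in 0 of 4 mice. A candidate explanation is that N1-AcSpd induces NRF2 target genes in both fractions. Handling that differed between treated and untreated cultures would give the same pattern and was not tested, and the list was prompted by the same data.

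The treatment effects of the 2 fractions pointed the same way. Of 117 genes called in CD34− cells, 112 (95.7%) had the same sign in CD34+ cells, and of 62 called in CD34+ cells, 61 had the same sign in CD34− cells. Among all tested genes the share was 65.2%. Called in both were 19 genes, all with the same sign. The 2 contrasts use different libraries, but both fractions were sorted from cultures of the same mouse and treatment, so differences shared within a culture were tested. Deviations from the group mean had a mean correlation of 0.0230 within a culture (8 pairs, -0.016 to 0.062). By the prediction this would have counted against such differences, but they were left open later. A difference between treated and untreated cultures common to all 4 mice is removed with the group mean. Differences that vary from mouse to mouse can lie in sets of genes and vanish in a mean over all genes. The treatment difference of mice 1 to 4 was 0.11, 0.011, 0.14 and -0.018 for S phase in CD34− cells and 0.14, 0.091, 0.16 and 0.062 in CD34+ cells, in the same order of mice. For ribosomal proteins it was -0.082, -0.070, -0.10 and 0.0076, and -0.22, -0.060, -0.26 and 0.082. G2/M did not run in parallel, with mouse 3 highest in CD34− cells (0.090) and lowest in CD34+ cells (0.055). Differences between cultures and a response to N1-AcSpd common to both fractions thus cannot be told apart, and either may explain the shared signs. The interaction tested the difference itself and edgeR called 0 genes, with 799 at an unadjusted p under 0.05, and DESeq2 71.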
